A study of Mus musculus with 20 samples.

How the data were processed

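RNA was sequenced from subcerebral projection neurons of mice at postnatal day 1. These are the cortical neurons whose axons run to the brainstem and the spinal cord. Each of 20 libraries came either from neuronal cell bodies (somata) taken from cortex or from growth cones, the tips of growing axons, taken from brainstem and spinal cord. The neurons were wild-type (WT) or null for the transcription factor gene Bcl11b (labelled KO). Per the labels' protocols, RNA was isolated on Qiagen micro columns, cDNA was made with SMART-seq v4, and libraries were made with Nextera XT. The RNA that entered a library was 1.8 to 3.1 ng for somata and 0.19 to 3.1 ng for growth cones, per the labels' protocols.

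The values analysed are raw gene counts, deposited by the authors as 1 table with a column per library and no scaling between libraries. The table has the column layout of featureCounts per the file headers (gene, chromosomes, exon starts and ends, strand, length). The aligner, the software versions, the use of strand and the treatment of reads that map to several places are stated neither in the labels nor in the file headers. Gene coordinates in the table are those of the mouse build GRCm38. Of 55487 genes, 54435 (98.1%) have exactly the exon list of GENCODE release M21, which was therefore used for gene symbols and biotypes. The release used for counting is not stated, and all coordinates given here come from the deposited table. A symbol was matched to 55227 genes. The table holds 0 entries that name no gene, and 0 columns were left unmatched to a sample.

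Each library was assigned to a group from its title. The 4 groups have 5 libraries each. Growth cone libraries of both genotypes carry the experiment numbers 7 to 11. WT soma libraries carry 12, 14, 22, 25 and 26, and soma libraries labelled KO carry 14, 15, 22, 25 and 26. The numbers name the libraries below. Counts of replicate libraries were compared by chi-square before averaging. The smallest ratio of chi-square to degrees of freedom within a group was 61.7, so no pair of libraries was alike within sampling noise and none was merged.

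Differential abundance was tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (minimum count 10), libraries were scaled by TMM, and the quasi-likelihood F test was applied with Benjamini-Hochberg adjustment at a false discovery rate (FDR) of 0.05. All adjusted p-values given for single genes come from this edgeR test unless another test is named. Only the 2 groups compared entered each fit. The interaction between genotype and compartment was fitted over all 20 libraries. Standard errors (SE) of log2 fold changes were derived from the F statistics. Levels are counts scaled to the library total (CPM) with TMM scaling within the comparison at hand, except that CPM summed over a list are relative to the library total alone, and errors are SD over n = 5 libraries. A fold change against a group whose libraries all hold 3 counts or fewer is given as a lower bound. The libraries have no molecular identifiers in the protocol, so such a floor covers counting error only.

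Single measures, such as Bcl11b (log2 of CPM + 0.5), library totals and the CPM summed over a list (log2 of CPM + 1), were compared by exact permutation tests of the difference of means, two-sided, over the 252 regroupings of 5 against 5. The smallest p this design allows is 0.00794. Benjamini-Hochberg adjustment covered 16 technical comparisons and 64 list comparisons separately. Lists of genes were tested with limma 3.58.1 (camera, inter-gene correlation 0.01, log2 CPM with prior count 2), with Benjamini-Hochberg adjustment over the lists of a comparison. The lists, with Bcl11b left out of each, were markers of subcerebral projection neurons, callosal neurons, corticothalamic neurons, astrocytes, oligodendrocytes, microglia, vessels and blood, interneurons, hindbrain and spinal cord, and cycling cells. Other lists held axon guidance genes, the adhesion genes Mdga1 and Cntnap2, nuclear-retained RNAs, immediate early genes, cytoplasmic ribosomal proteins, nuclear-encoded respiratory chain genes and mitochondrially encoded genes.

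The grouping, the tests, the gene lists and the alternatives were choices made before the data were examined. So was the rule for naming genes. It named Bcl11b, Mdga1 and Cntnap2, and in each comparison up to 5 genes per direction with the lowest p among genes with FDR under 0.05, at least 5 CPM in the higher group and no overlap of single libraries between the groups. It skipped symbols that are only identifiers. Where fewer than 3 genes passed, it named the 3 genes with the lowest p, and it named up to 4 members of a list past the threshold. Of the genes this rule allows for a list in the compartment comparisons, the text gives the 1 with the lowest p, a limit set after the data were seen. A gene that the rule allows is not reported here.

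Alternatives covered scaling (DESeq2 size factors, upper quartile, library totals alone), filtering (none, or a mean of 5 CPM), the test (DESeq2 1.42.0, limma-voom with quality weights per library, robust dispersion), the threshold (FDR 0.10) and the removal of mitochondrially encoded genes. They also covered thinning of counts to the smallest library, the number of detected genes as a covariate, offsets for gene length, all 20 libraries in one fit, the experiment number as a block, and leaving out each library in turn. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

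The tests were tested on simulated data before use. Counts were drawn for the real genes from the real means, dispersions and library sizes, and 200 genes were changed by a log2 fold change of 2. The edgeR test recovered 42.5% of the changed genes for KO against WT in growth cones (14779 genes tested) and 86.5% in somata (14244 genes). It recovered 53.5% for growth cones against somata in WT (14616 genes), 50% in libraries labelled KO (14760 genes) and 38.5% for the interaction (16986 genes). All recovered genes had the right direction. The share of false calls was 1.16%, 4.42%, 6.96%, 3.85% and 8.33% in the same order. DESeq2 gave 23.7% to 36.9% false calls in these simulations.

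Library totals ran from 18962308 to 51205154 counts. Growth cone libraries varied more than soma libraries: the common dispersion was 0.808 in the genotype comparison of growth cones and 0.340 in that of somata. The wider spread lowers the precision of a growth cone comparison. Growth cone and soma libraries share no experiment number, and they differ in dissected tissue and in RNA input, so a difference between compartments cannot be told apart from these. Exons of 25 of the 66 genes eligible for naming here overlap those of another annotated gene, 21 of them on the other strand. Because the use of strand is not stated, the counts of 6 of these, whose overlapping gene held over 10% as many counts, are uncertain. They are Dusp1, Cfap52, Kif7, Eln, Rp9 and Hs3st4. Genes with near-identical copies or processed pseudogenes, such as Hba-a1, Fth1, Ftl1, Ybx1 and ribosomal protein genes, are uncertain too, since shared reads may have been split or dropped in counting.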

Results

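The data comprised 20 RNA libraries from postnatal day 1 mouse subcerebral projection neurons, 5 from each of WT growth cones, growth cones labelled KO for Bcl11b, WT somata and somata labelled KO. Total counts per library were 26382991 to 29323028 in WT growth cones and 21657575 to 27723067 in growth cones labelled KO. They were 18962308 to 36059112 in WT somata and 35243688 to 51205154 in somata labelled KO. Between 17433 and 20084 genes had at least 1 count per library. Across the 11374 genes with a mean of at least 5 CPM, Spearman correlations between libraries were 0.932 to 0.968 among somata, 0.752 to 0.877 among growth cones and 0.593 to 0.724 between compartments. These correlations are across genes, which are not independent replicates.

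Somata labelled KO were sequenced deeper than WT somata, by 0.46 on the log2 scale (exact permutation test, two-sided, p = 0.0159). After adjustment over the 16 technical comparisons this difference had an exact permutation p of 0.0847. It was 0.29 without WT soma 26 and 0.39 to 0.53 without any other 1 library. Growth cone libraries labelled KO were shallower than WT ones by a log2 difference of -0.16 (exact permutation p = 0.0476, adjusted 0.190). In 7 of the 10 tests that left out 1 library the unadjusted exact p rose above 0.05, to at most 0.103 (without WT growth cone 11). Growth cone libraries labelled KO were shallower than somata labelled KO by a log2 difference of -0.75 (exact permutation p = 0.00794, adjusted 0.0847). In WT this difference was -0.13 (exact permutation p = 0.516, adjusted 0.847), and -0.30 without WT soma 26 (exact p = 0.00794). The number of detected genes differed by 749 between the soma groups (exact p = 0.119, adjusted 0.317; exact p = 0.0476 when genes with at least 10 counts were taken as detected, or without WT soma 14 or soma 26 labelled KO) and by -45.4 between the growth cone groups (exact p = 0.937, adjusted 0.999). Mitochondrially encoded genes took 0.461% ± 0.0866 (SD, n = 5) of counts in WT somata and 0.466% ± 0.0461 in somata labelled KO. In growth cones these shares were 0.426% ± 0.0898 and 0.434% ± 0.150. The 50 most abundant genes took 15.9% ± 0.704 of counts in WT growth cones against 14.4% ± 0.881 in WT somata (exact p = 0.0159, adjusted 0.0847).

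The targeted gene was examined first in every library. Bcl11b (ENSMUSG00000048251.15) lies on the minus strand of chromosome 12 at 107910403 to 108003602 (GRCm38). Its counts were not lower in libraries labelled KO. In WT somata numbers 12, 14, 22, 25 and 26 its level was 554, 758, 741, 738 and 503 CPM. In somata labelled KO numbers 14, 15, 22, 25 and 26 it was 1106, 1070, 1059, 1010 and 1156 CPM. The means were 659 ± 121 CPM (SD, n = 5) in WT and 1080.0 ± 54.6 CPM in somata labelled KO, with no overlap between the groups. The difference of mean log2 levels was 0.73 (exact permutation test, two-sided, p = 0.00794, the smallest this design allows). In the edgeR fit the log2 fold change was 0.71 ± 0.12 (SE), with an adjusted p of 0.0153. The alternative that raised the edgeR adjusted p most was the fit of all 20 libraries, with a log2 fold change of 0.72 and an adjusted p of 0.279. The number of detected genes as a covariate gave 0.63 and an adjusted p of 0.0584. Bcl11b did not pass with the experiment number as a block either. Over all alternatives run the adjusted p lay between 3.87e-07 (DESeq2 Wald test) and 0.279. WT growth cones 7 to 11 held 77.9, 117, 129, 109 and 104 CPM, and growth cones 7 to 11 labelled KO held 71.8, 79.5, 146, 101 and 149 CPM. The means, 107 ± 19.0 and 109 ± 36.2 CPM, differed by less than the spread between replicates (exact permutation p = 0.944). Gene-level counts do not show which exons the reads came from. The counts of the targeted gene do not bear out the soma labels and do not separate the growth cone groups. They do not refute the labels either, since a targeted allele may still be transcribed. Groups are therefore named by their labels throughout.

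**Figure D1:**
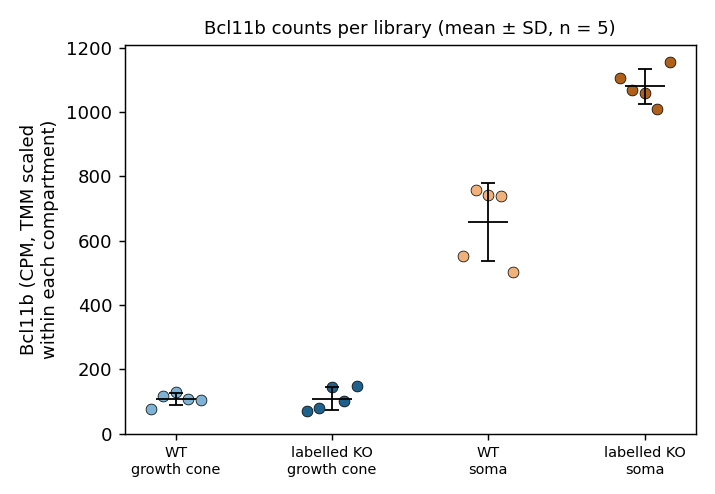
Bcl11b level in each library (CPM, TMM scaled within each compartment, linear axis from 0) for the 4 groups; points are libraries, horizontal lines the mean and bars the SD (n = 5). All 5 somata labelled KO lie above the highest WT soma (758 CPM), while the growth cone groups overlap.

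The first comparison was that of growth cones labelled KO with WT growth cones, whose labels the Bcl11b counts do not bear out. Of 15419 genes tested, 0 passed an FDR of 0.05 between growth cones labelled KO and WT growth cones. An unadjusted p under 0.05 was reached by 329 genes, fewer than the 771 that chance gives. Of the same genes, 74 (0.480%) had no overlap between the groups, where chance gives 0.794%. The 3 genes with the lowest p did not pass the threshold, each with an edgeR adjusted p of 0.310. Slc2a4 (ENSMUSG00000018566.14) was counted at 2.17 ± 0.969 CPM (SD, n = 5) in WT and at or under the floor in all libraries labelled KO, at least 15.2-fold lower. Kif7 and Cfap52 had 0 counts in all WT growth cones and 2.79 ± 2.14 and 3.04 ± 2.06 CPM in those labelled KO, at least 25.2-fold and 27.5-fold higher. Exons of both overlap other genes on the opposite strand. Mdga1 (log2 fold change -0.03 ± 0.63 SE) and Cntnap2 (0.12 ± 0.31 SE) had adjusted p-values of 0.999. The DESeq2 Wald test moved this count most, to 11 genes (7 higher, 4 lower). None of the 17 lists passed by camera. The smallest adjusted camera p was 0.581, for the oligodendrocyte list, and the others ran from 0.870 to 0.950.

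In somata, 109 of 14911 genes passed an FDR of 0.05 between libraries labelled KO and WT. Of these, 62 were higher and 47 lower in somata labelled KO, and 66 changed more than 2-fold. For 108 of the 109 the groups did not overlap. Over all tested genes 466 (3.13%) had no overlap, against 0.794% by chance, and 1278 reached an unadjusted p under 0.05 where chance gives 746. The DESeq2 Wald test moved this count most, to 402 genes, of which 105 were among the 109. The count was 68 without WT soma 22 and 67 without soma 22 labelled KO. With the experiment number as a block it was 34, of which 30 were among the 109.

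The higher gene with the lowest p was Npy (ENSMUSG00000029819.6, chromosome 6, 49822710 to 49829507, plus strand), which rose from 106 ± 24.6 to 442 ± 45.8 CPM (SD, n = 5). Its log2 fold change was 2.06 ± 0.15 (SE) and its edgeR adjusted p was 0.000196. Pcsk2 rose from 72.8 ± 14.9 to 219 ± 23.5 CPM (log2 fold change 1.59 ± 0.15, adjusted p 0.000901). Dusp6, Eln and Cnn3 had log2 fold changes of 1.03, 2.84 and 0.94, with adjusted p-values of 0.000901, 0.00130 and 0.00216. The lower gene with the lowest p was Ppfibp1 (ENSMUSG00000016487.15, chromosome 6, 146888487 to 147032025, plus strand). It fell from 60.7 ± 14.4 to 14.8 ± 2.01 CPM, a log2 fold change of -2.04 ± 0.19 (SE) with an adjusted p of 0.000901. Pid1, Ermn, Selenom and Sla had log2 fold changes of -1.94, -2.40, -1.57 and -0.86, with adjusted p-values from 0.00216 to 0.00264. Each of these 10 genes was shifted in all 5 libraries relative to all 5 of the other group. All 10 stayed past the threshold in each of the 10 fits that left out 1 library. In the fit of all 20 libraries Pcsk2, Dusp6, Cnn3, Ppfibp1, Ermn and Sla did not pass. Mdga1 (log2 fold change 0.63 ± 0.93, adjusted p 0.984) and Cntnap2 (0.66 ± 0.32, adjusted p 0.629) did not pass. The direction of all these changes rests on soma labels that the Bcl11b counts do not bear out.

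Of the 16 markers of subcerebral projection neurons, 5 passed in somata over all genes tested, and 11 when adjusted over the list alone. They went both ways, and camera gave an adjusted p of 0.378 for the list. Pcp4 (log2 fold change -1.86, edgeR adjusted p 0.00367) and Crym (-2.20, 0.00600) were lower in somata labelled KO, and Etv1 (1.73, 0.00475) and Tox (0.56, 0.00861) were higher. Of the 10 corticothalamic markers, 3 passed and 6 did when adjusted over the list alone. Tle4 (log2 fold change 1.80, edgeR adjusted p 0.00693) and Hs3st4 (1.36, 0.0268) were higher and Sla lower. Hs3st4 lost its call in 8 of the 10 fits that left out a library, with an adjusted p of up to 0.0782 (without soma 15 labelled KO). The calls of Crym and Hs3st4 were lost with the number of detected genes as a covariate, and those of Tox and Hs3st4 in the fit of all 20 libraries. The corticothalamic list was the one list past the threshold by camera (adjusted p 0.00462, mean log2 fold change 0.74 above that of all genes), with 8 of its 10 genes higher under TMM and under the 3 other scalings. It passed under neither fry (adjusted p 0.222) nor camera with an estimated correlation (0.914). Its summed level went the other way, from 1047 ± 122 CPM in WT somata to 933 ± 117 CPM in those labelled KO, and did not pass (log2 difference -0.17, exact p = 0.206, adjusted 0.413). That sum is dominated by Sla, which held 801 ± 86.8 CPM in WT somata and was lower in those labelled KO. The sum therefore does not speak for most members of the list. The callosal list had an adjusted camera p of 0.378. The astrocyte list had an adjusted camera p of 0.0703 and 1 gene past the threshold when adjusted over the list alone. The adjusted camera p was 0.378 for the adhesion pair, nuclear-retained RNAs and the respiratory chain. For axon guidance genes and microglia it was 0.417, and for immediate early genes, oligodendrocytes and interneurons 0.522. For mitochondrially encoded genes, vessels and blood, ribosomal proteins and cycling cells it ran from 0.777 to 0.865. The hindbrain and spinal cord list had too few counted genes in somata for camera. Its summed level was 4.26 ± 4.56 CPM in WT somata and 4.15 ± 5.40 CPM in those labelled KO (exact p = 0.921, adjusted 0.974). The interneuron list as a sum rose from 139 ± 29.4 to 475 ± 61.9 CPM (exact p = 0.00794, adjusted 0.0212), and Npy was its 1 gene past the threshold. The levels of Npy given above make up most of both sums. The rise of the sum is therefore mainly that of Npy and does not show a rise of the other members.

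Whether the genotype effect differed between compartments was tested as an interaction over all 20 libraries. Of 17645 genes 7 passed an FDR of 0.05, 2 with a higher effect in growth cones and 5 with a lower one, and 1231 had an unadjusted p under 0.05 where chance gives 882. With library totals alone in place of TMM the split was 4 higher and 6 lower. The DESeq2 Wald test moved the count most, to 273. The count was 12 without WT growth cone 7 and 11 without growth cone 7 labelled KO. The lowest p was that of Rprm (ENSMUSG00000075334.2, chromosome 2, 54084093 to 54085552, minus strand; interaction -1.42 ± 0.20 SE on the log2 scale, edgeR adjusted p 0.00970). Rprm rose from 304 ± 42.4 to 542 ± 38.8 CPM in somata labelled KO. In growth cones Rprm was at 146 ± 22.3 CPM in WT and 97.5 ± 17.0 CPM in those labelled KO. That difference did not pass in the growth cone comparison (log2 fold change -0.57, edgeR adjusted p 0.999). Cxxc5, Cck and Eln had interactions of -2.72, -2.21 and -3.17, with edgeR adjusted p-values of 0.0121, 0.0121 and 0.0145. The higher interactions were those of Egln3 (6.20 ± 1.04 SE, edgeR adjusted p 0.0257) and Pid1 (2.09 ± 0.37, 0.0425). The seventh gene, Morn5, lies outside the rule for naming genes and is named after its values were seen. Of the 20 fits that each left out 1 library, 15 lost the call of Pid1 (adjusted p up to 0.0876, without WT growth cone 10) and 5 that of Egln3 (up to 0.0562, without soma 22 labelled KO). The call of Eln was lost in 2 of them (up to 0.0537, without soma 14 labelled KO). With the number of detected genes as a covariate the calls of Egln3, Pid1 and Eln were lost, and that of Pid1 also without the low-count filter. All calls were lost with the experiment number as a block, under which 0 genes passed. Bcl11b itself had an interaction of -0.70 ± 0.27 with an adjusted p of 0.554, so its soma difference was not shown to differ from that in growth cones. Mdga1 (-0.66) and Cntnap2 (-0.55) had adjusted p-values of 1.00.

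Across the 13478 genes tested in both compartments, the genotype log2 fold changes had a Pearson r of 0.01 and a Spearman rho of 0.00234. These are correlations across genes and carry no p-value. Over 100 drawn splits of the growth cone libraries, the real one included, r ran from -0.0737 to 0.0970. Of the 109 soma genes, 103 were tested in growth cones and 55 (53.4%) changed in the same direction there. Their median absolute log2 fold change was 1.19 in somata and 0.21 in growth cones, with median standard errors of 0.18 and 0.37.

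**Figure D2:**
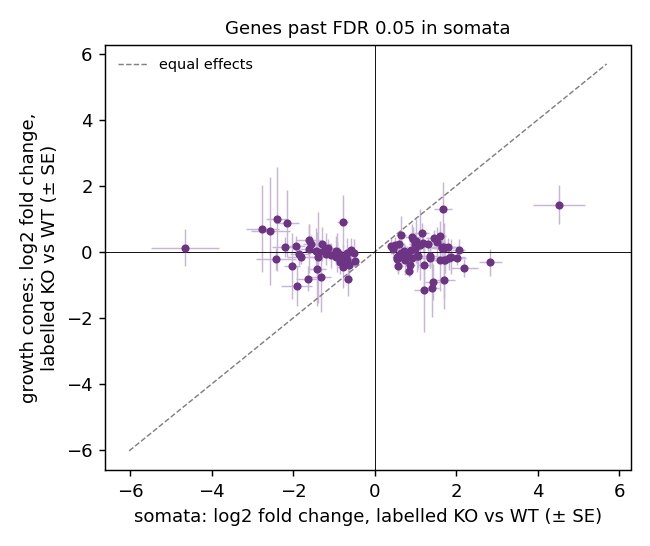
Log2 fold change of libraries labelled KO against WT in somata (horizontal) and in growth cones (vertical) for the 103 genes past an FDR of 0.05 in somata and tested in both; bars are ± 1 SE and the dashed line marks equal effects. The genes spread along the horizontal axis and stay near 0 on the vertical axis.

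The next comparison asked how growth cone RNA differs from soma RNA. In WT, 6476 of 15128 genes passed an FDR of 0.05, 3500 higher and 2976 lower in growth cones. In 5689 genes (37.6%) the groups did not overlap, against 0.794% by chance. A threshold of FDR 0.10 moved the count most, to 7717 genes, and the limma-voom test gave 7677. With upper-quartile scaling 3990 genes were higher and 2347 lower, and the median log2 fold change of all genes moved from 0.07 to 0.28. In libraries labelled KO, 5948 of 15410 genes passed, 3328 higher and 2620 lower, and upper-quartile scaling moved the median from 0.11 to 0.31. Here 5575 genes (36.2%) had no overlap. The log2 fold changes of both genotypes had r = 0.83 and rho = 0.85 across 14569 genes. Of the WT calls, 72.5% were shared: 2680 genes were higher and 2012 lower in growth cones in both, and 4 went in opposite directions. Tissue, RNA input and experiment numbers differ between the compartments in the same way.

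**Figure D3:**
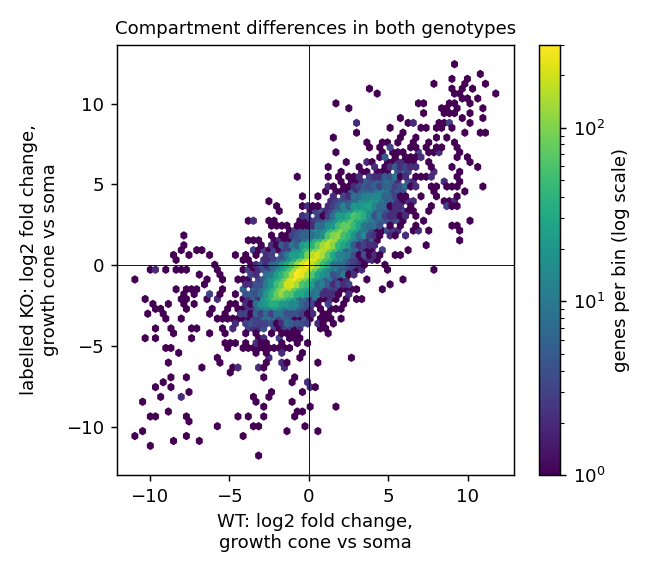
Log2 fold change of growth cones against somata in WT (horizontal) and in libraries labelled KO (vertical) for the 14569 genes tested in both; colour gives the number of genes per bin on a log scale. Most genes lie along the diagonal (r = 0.83); values beyond about 8 on either axis mostly belong to genes near the counting floor in 1 compartment.

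The higher gene with the lowest p in WT growth cones was the ferritin gene Fth1 (ENSMUSG00000024661.7, chromosome 19, 9980598 to 9985098, plus strand), at 22116 ± 1842 CPM (SD, n = 5) against 861 ± 100.3 CPM in somata. Its log2 fold change was 4.68 ± 0.13 (SE), with an edgeR adjusted p of 1.45e-09. Ftl1 (3.95), Camk2n2 (5.43), Ybx1 (3.54) and Cib2 (4.01) followed, each with an adjusted p of 8.9e-09. The lower gene with the lowest p was Tubb2a (ENSMUSG00000058672.7, chromosome 13, 34074274 to 34078007, minus strand), at 796 ± 95.4 against 4626 ± 501 CPM (log2 fold change -2.54 ± 0.13, adjusted p 8.51e-08). Dpysl3 (-2.23), Vcp (-2.93), Syt4 (-2.59) and Psmd2 (-3.22) had adjusted p-values from 1.26e-07 to 1.7e-07. In libraries labelled KO, Ttr (ENSMUSG00000061808.4, chromosome 18, 20665280 to 20674321, plus strand) had 289 ± 65.8 CPM in growth cones and 0.156 ± 0.0657 CPM in somata (log2 fold change 10.82 ± 0.34, adjusted p 2.36e-08). Ap3s1 (3.48), Ybx1 (3.65), Rp9 (2.95) and Cib2 (3.95) were also higher, and Fam49a (-3.03), Mef2c (-3.40), Sox5 (-4.37) and Dbn1 (-2.41) were lower, each with an adjusted p of 1.2e-07. Bcl11b was lower in growth cones in WT (log2 fold change -2.75 ± 0.18, edgeR adjusted p 6.02e-07) and in libraries labelled KO (-3.42 ± 0.22, 1e-06). Cntnap2 was higher in growth cones in WT (1.48, adjusted p 0.00482) and in libraries labelled KO (0.97, 0.0248). The latter call was lost in 4 of the 10 fits that left out a library, with an adjusted p of up to 0.0710 (without growth cone 8 labelled KO), and also without the low-count filter. Mdga1 was at 15.2 ± 10.1 against 3.92 ± 3.60 CPM in WT (adjusted p 0.123) and did not pass in libraries labelled KO either (0.148). It passed in WT under the DESeq2 Wald test and limma-voom (lowest adjusted p 0.0292), and in libraries labelled KO under limma-voom, with detected genes as a covariate and with length offsets (lowest 0.0326).

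Among the lists, 13 of the 14 tested hindbrain and spinal cord genes passed as higher in WT growth cones (adjusted camera p 6.4e-10) and 11 of 12 in libraries labelled KO (5.2e-10). Hoxb5 was at 34.6 ± 9.37 CPM (SD, n = 5) in WT growth cones, at least 205-fold higher than the floor of the somata, and Hoxa5 was at least 385-fold higher in libraries labelled KO. The summed list held 227 ± 55.7 CPM in WT growth cones and 224 ± 108 CPM in growth cones labelled KO. In WT, 8 of 10 astrocyte genes, 7 of 10 oligodendrocyte genes, 8 of 10 vessel and blood genes and 7 of 8 interneuron genes were higher past the threshold, with adjusted camera p-values of 0.00101, 0.00101, 8.7e-05 and 0.000235. In libraries labelled KO the same lists had 7, 6, 7 and 8 such genes (adjusted camera p 0.000609, 0.00389, 0.000700 and 0.000814). Examples are Mt3 (log2 fold change 5.25 in WT, 3.88 labelled KO), Olig1 (3.32 in WT), Mbp (3.74 labelled KO), Hba-a1 (5.80 and 5.75), Sst (4.98 in WT) and Gad2 (4.83 labelled KO). Of the same 4 lists, 1 astrocyte gene in WT and 1 interneuron gene in libraries labelled KO were lower past the threshold. Microglial genes did not pass as a list (adjusted camera p 0.319 and 0.880), while Tyrobp (4.03 in WT) and Aif1 (4.08 labelled KO) did as single genes. The call of Aif1 was lost under limma-voom, with a log2 fold change of 1.79 and an adjusted p of 0.312. Cycling cell markers passed in WT (0.0456) and not in libraries labelled KO (0.0623), with Pax6 (6.57 in WT) and Sox2 (4.32 labelled KO) as the genes with the lowest p. The WT call of that list was lost in 4 of the 10 fits that left out a library (adjusted camera p up to 0.0869, without WT growth cone 7), and also with library totals alone.

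Ribosomal protein genes were higher in growth cones in 74 of 79 cases past the threshold in WT and in 75 of 79 in libraries labelled KO (adjusted camera p 9.1e-22 and 3.2e-24). They summed to 36281 ± 7096 CPM in WT growth cones and 8678 ± 1645 CPM in WT somata. The direction held under each of the 3 other scalings and with length offsets (64 and 67 genes higher past the threshold). Rpl12 rose by 3.81 in WT and Rpl27a by 2.71 in libraries labelled KO. Of 84 respiratory chain genes encoded in the nucleus, 60 were higher and 9 lower past the threshold in WT (adjusted camera p 2e-06), and 62 and 8 of 85 in libraries labelled KO (1.3e-07). More of them were higher than lower under each of the 3 other scalings as well. Uqcrc1 was lower in both (-2.18 and -2.20). With length offsets that split became 33 higher and 23 lower in WT and 33 and 17 in libraries labelled KO. Mitochondrially encoded genes did not pass (0.585 and 0.721). With length offsets 12 of them were lower in WT and 13 in libraries labelled KO. The gene mt-Rnr1 was higher (1.29 and 1.43), a call that was lost with length offsets (0.06 and 0.09). Subcerebral projection neuron markers summed to 1087 ± 94.2 CPM in WT growth cones and 2194 ± 141 CPM in WT somata (exact permutation p = 0.00794, adjusted 0.0212). By camera they were lower in libraries labelled KO (0.0288) and did not pass in WT (0.112), although Ldb2 fell by 2.63 in WT and Pcp4 rose by 4.64 in libraries labelled KO. The callosal list was higher in WT (0.0209) and did not pass in libraries labelled KO (0.0669). Lmo4 rose by 3.39 and 3.07. Axon guidance genes were lower in libraries labelled KO (0.0288; 5 higher and 17 lower past the threshold) and did not pass in WT (0.177; 5 and 15), where their median log2 fold change was -0.05 under TMM and 0.04 to 0.17 under the 3 other scalings. With length offsets the split was 10 higher and 12 lower in libraries labelled KO. Nrcam (-2.52 in WT) and L1cam (-1.93 labelled KO) had the lowest p among them. No difference between the genotypes in these list results was tested. The corticothalamic list (0.319 and 0.721), the adhesion pair (0.275 and 0.304), nuclear-retained RNAs (0.585 and 0.548) and immediate early genes (0.585 and 0.443) did not pass by camera. Single members that did were Hs3st4 (3.22 in WT), Sla (-1.75 labelled KO), Snhg11 (3.53 and 4.55) and Dusp1 (-1.07 in WT, lost in 3 of the 10 fits that left out a library, with an adjusted p of up to 0.0790 without WT soma 12, and also under upper-quartile scaling and with length offsets). All list calls in these 2 comparisons held under fry, and none held under camera with an estimated correlation. Fry also called the adhesion pair as higher in both (adjusted p 0.00185 and 0.0293). It further called subcerebral projection neuron markers (0.000112) and the corticothalamic list (0.0447) in WT, and the callosal list (0.000202) and cycling cell markers (0.00189) in libraries labelled KO.

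Summed levels, which the most abundant genes of a list dominate, passed where camera did not in 8 cases between compartments. Corticothalamic sums were lower in growth cones, by log2 differences of -0.84 in WT and -0.81 in libraries labelled KO (exact permutation tests, adjusted p 0.0212 in both). In WT the fry call of that list went the other way. The WT sums are dominated by Sla, at 176 ± 82.0 CPM in growth cones and 801 ± 86.8 CPM in somata, and do not speak for the other members. Axon guidance sums were lower in WT (-0.84, exact, adjusted p 0.0212). Sums of the adhesion pair were higher in WT (1.72, exact, adjusted p 0.0212) and in libraries labelled KO (1.13, 0.0376). The other cases are the subcerebral projection neuron sum in WT, given above, and the callosal (1.25, 0.0212) and cycling cell (1.11, 0.0376) sums in libraries labelled KO.

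**Figure D4:**
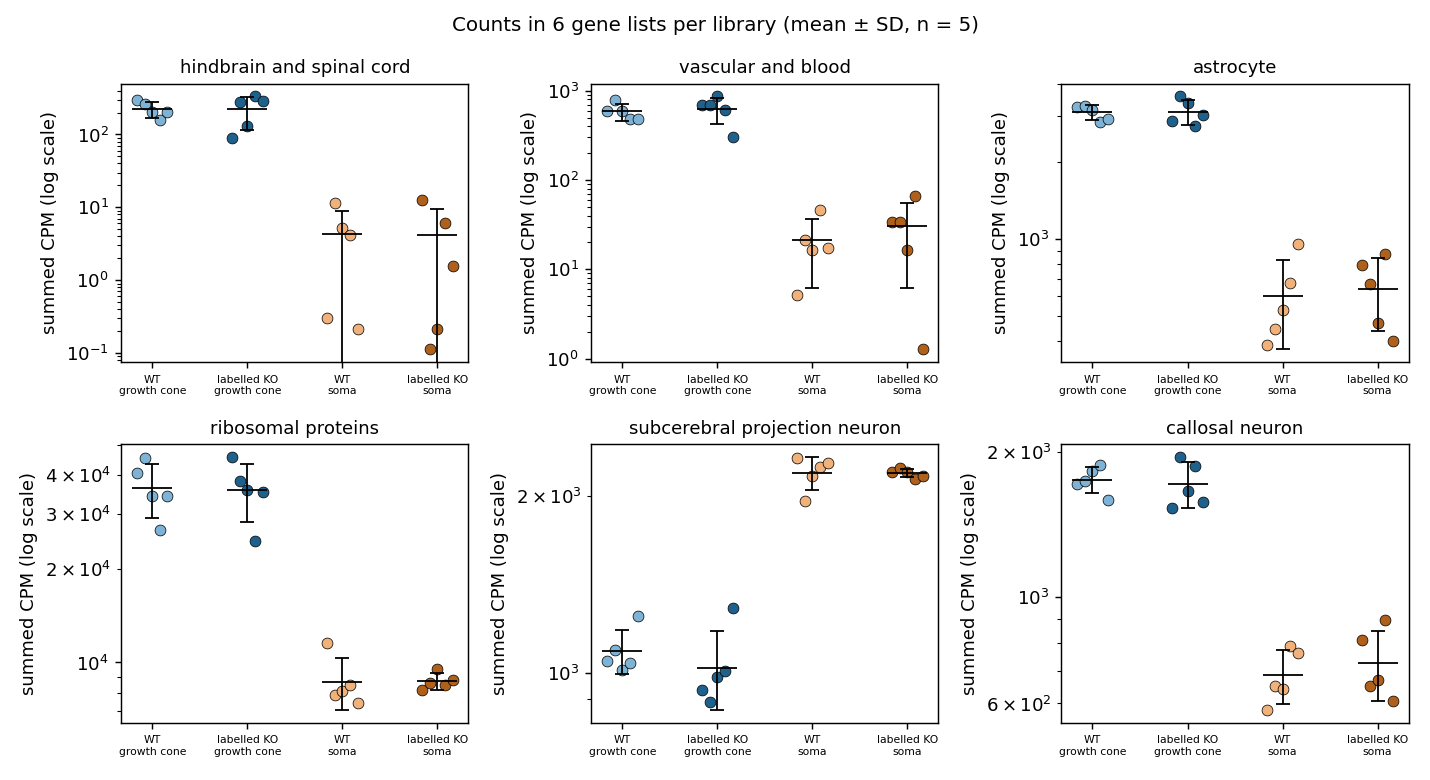
CPM summed over the genes of 6 lists in each library, on log axes; points are libraries, horizontal lines the mean and bars ± 1 SD (n = 5), drawn to the edge of the panel where mean minus SD is below 0. Hindbrain and spinal cord, vessel and blood, astrocyte, ribosomal protein and callosal sums are higher in growth cones of both genotypes, and subcerebral projection neuron sums are lower.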

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

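Tests chosen only after the result was seen are those of a quality weight per library and of thinned counts for the interaction, and the binomial test of single libraries. The settings of the former 2 were among the alternatives fixed earlier, and their use as tests of an explanation was not.

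The genotype effect differed between growth cones and somata, as tested by the interaction, in 7 genes past an edgeR FDR of 0.05. The log2 interactions of the 6 that meet the rule for naming genes were 6.20 for Egln3, 2.09 for Pid1, -1.42 for Rprm, -2.72 for Cxxc5, -2.21 for Cck and -3.17 for Eln. Pid1, Rprm, Cxxc5, Cck and Eln passed in somata in the comparison of libraries labelled KO with WT, while Egln3 had an adjusted p of 0.0919 there. In the growth cone comparison each of the 6 had an edgeR adjusted p of 0.999. Of 100 drawn splits, the real one included, 2 gave as many genes. The largest other split gave 13, and 29 of the other splits gave any. These splits shuffled genotype in both compartments and so removed the soma effect as well. They bear on whether genotype matters at all and cannot decide whether its effect differs between compartments. A spread shared by both compartments was tested with a quality weight per library, under which 85.7% of the genes kept their call. Depth was tested with counts thinned to the smallest library, under which 100% did. Neither accounts for the result as a whole. The calls did depend on the model, since 0 genes passed with the experiment number as a block. A biological difference between the compartments may remain, as a hypothesis, and it was not separated from tissue, RNA input and experiment number. Since the Bcl11b counts do not bear out the soma labels, the sign of each interaction is uncertain too.

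In 7 measures a single library lay far from the other 4 of its group. WT soma 26 had a total of 18962308 counts, against 33093192 to 36059112 in the other WT somata. Cnn3 was at 106.8 CPM in WT soma 26 against 86.2 to 91.8 in the others, and Crym was at 93.5 CPM in WT soma 14 against 203 to 240. Ybx1 was at 1204 CPM in WT soma 12 against 909 to 953, and Lmo4 at 540 CPM in growth cone 9 labelled KO against 372 to 418. Sox2 was at 7.77 CPM in soma 25 labelled KO against 1.39 to 2.53, and Egln3 at 4.16 CPM in WT growth cone 8 against 0.532 to 1.48. Of 216 groups of values examined, chance gives 10.8 such libraries, and the observed 7 had a one-sided binomial p of 0.918. The number is therefore no larger than chance gives. No biological explanation was tested for single libraries.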

How the results depend on the processing

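Every alternative was chosen before the data were examined, and 0 were added later. The soma Bcl11b difference kept its direction in all of them, and the correlation of genotype effects lay between -0.00243 and 0.0247 in all settings run.

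The count of genes between growth cones labelled KO and WT was 0 in all settings except the DESeq2 Wald test (11) and the fit of all 20 libraries (7). It was 0 across the 10 fits that each left out 1 library. Slc2a4, Kif7 and Cfap52 passed under DESeq2 (adjusted p 0.0435, 0.00631 and 0.00352), and Cfap52 in the fit of all 20 libraries (0.0168). The DESeq2 test also called 402 genes in somata (105 of the 109) and 273 in the interaction (all 7). In the simulated data 23.7% to 36.9% of its calls were false, which bears on these larger counts.

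In somata limma-voom called 179 genes (all 109 among them), and the fit of all 20 libraries 30 (27 shared). The count ran from 67 to 107 across the fits that each left out 1 library, with 67 without soma 22 labelled KO and 68 without WT soma 22. In the interaction, limma-voom gave 15 genes, an FDR of 0.10 gave 21, length offsets 11 and the number of detected genes as a covariate 4. Leaving out 1 library gave 5 to 12 genes, with 12 without WT growth cone 7 and 11 without growth cone 7 labelled KO. The cause was not tested for these changes, except that a looser threshold admits more genes. The compartment counts stayed within 1.5 times of 6476 and 5948, at 5776 to 6536 and 5311 to 6449 with 1 library left out.

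Experiment numbers are shared by both genotypes, 5 in growth cones and 4 in somata. Residuals of libraries with the same number correlated at 0.0183 to 0.112 in growth cones (median 0.0427) and at 0.00926 to 0.135 in somata (median 0.0683). All of these correlations were positive. Between different numbers they ran from -0.0706 to 0.0312 in growth cones (median -0.0112, 7 of 20 positive). In somata they ran from -0.0975 to 0.0670 (median -0.00853, 9 of 21 positive). Libraries with the same number thus tended to be slightly more alike. The correlations were small and the numbers were not taken as pairs, so the fits without a block leave this likeness out. With the number as a replicate block, 0 genes passed in growth cones (470 at an unadjusted p under 0.05), 34 in somata (30 shared) and 0 in the interaction (908 at an unadjusted p under 0.05). With the replicate block and length offsets the soma count was 39 and the interaction count 0 (909). Under the replicate block the Bcl11b difference in somata was 0.68 (exact sign-flip test, two-sided, p = 0.125, the smallest that 4 pairs allow). Of the genes named in somata, Bcl11b, Cnn3, Pcp4, Etv1, Crym, Tox and Hs3st4 had edgeR adjusted p-values of 0.0600 to 0.240 under the replicate block (0.162 for Bcl11b). No paired analysis was possible because growth cones and somata share 0 experiment numbers, as far as their comparison goes.

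Leaving out 1 library gave a Bcl11b difference of 0.64 to 0.79 in somata and of -0.14 to 0.12 in growth cones, where the sign has no meaning. The genotype effect on Bcl11b in growth cones by edgeR ran from -0.11 to 0.15, with -0.016 under the replicate block. That of Mdga1 ran from -0.34 to 0.32, with 0.39 under limma-voom, 0.20 under the replicate block and 0.24 with length offsets added. That of Cntnap2 ran from -0.087 to 0.24. Mdga1 in somata became -0.20 with detected genes as a covariate. The callosal list in growth cones ran from -0.10 to 0.034 and was 0.10 under the replicate block. The difference in detected genes between growth cone groups ran from -336 to 218, with 60.2 after thinning, and that between compartments in WT from -3.45 (without WT soma 26) to 432. Apart from the Bcl11b difference in somata, none of these effects passed its threshold. Over the named genes, other settings made 48 results weaker and 9 stronger, and leaving out 1 library made 37 weaker. Over the lists 21 and 4 became weaker, and of the library measures 7 became weaker and 3 stronger with 1 library left out and 1 stronger otherwise.

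The spread of growth cone libraries limits what they can show: with changes of the soma size planted in simulated growth cone counts, a median of 18.5 of 103 genes was called.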

Other observations

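Tests chosen only after the result was seen are those of depth, scaling and exchanged labels for Bcl11b, of growth cone noise, of Hox genes and of cortical factor genes.

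Bcl11b was counted higher in somata labelled KO. Depth alone does not account for it, since the edgeR adjusted p with thinned counts was 0.0102. Nor does scaling, since the lowest log2 fold change over the 3 other scalings was 0.71. An exchange of the soma labels cannot be told apart from the labels as given: the list of subcerebral projection neuron genes had an adjusted camera p of 0.378, with 3 genes higher and 2 lower. A targeted allele whose transcript is still made, counted over all exons, may also give this pattern, and reads per exon were not analysed here.

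The 109 genes called in somata were not matched by other groupings, as 1 of 100 drawn splits, the real one, gave as many. For a strain segment around the targeted gene, 2 of the 147 tested genes within 10 Mb of Bcl11b were called where 1.06 would be by chance (two-sided Fisher exact p = 0.288). With so few calls to be expected, this test cannot exclude a segment that affects a few genes. Calls on X and Y were 4 where chance gives 3.88 (two-sided Fisher exact p = 0.797). The test pools 531 genes, so it cannot decide on sex composition, which may show in only a few of them. With thinned counts 96.3% of the genes kept their call. A biological effect of the genotype may remain, as a hypothesis, with its direction left open by the labels.

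In growth cones the real split gave 0 genes, so the 100 of 100 drawn splits with at least as many were fixed in advance and decide nothing. Noise hiding effects of the soma size is not favoured. In 10 simulated draws that planted the soma changes in growth cone counts, at least 96.1% of the genes had the same sign as in somata, against 53.4% observed. The simulated genes were independent, which real genes are not. Over the splits the same-sign share ran from 35.0% to 64.1%, and 33 of 100 splits had a share as high as the real one. These values are consistent with an absence of the soma effects from growth cones, if the growth cone labels hold. The Bcl11b counts do not separate those groups, so groups that do not differ in genotype as labelled stay open. At 0.25 of the soma size 0 planted genes were called and 70.9% to 84.3% had the same sign.

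Growth cones and somata differed beyond other groupings, with 1 of 100 splits as large in WT and 1 of 100 in libraries labelled KO. With length offsets 69.6% of the WT genes kept their call and with thinned counts 95.7%, so neither length nor depth is the whole cause in WT. RNA of local cells is a candidate explanation for part of the difference. Of the 18 Hox genes listed, 17 were above the floor in growth cone libraries and at or under it in all soma libraries, with 47269 summed counts against 49. RNA of local cells as the whole content is excluded by 4 genes of cortical factors, whose growth cone level was at least 31.4% of that in somata (Fezf2 labelled KO, with 90.4% for Neurod6 in WT). At 5 CPM or more, WT somata also expressed 9 of the 10 astrocyte, 3 of 10 oligodendrocyte, 5 of 9 microglial, 4 of 9 interneuron and 2 of 12 cycling cell genes, and 0 of the 12 vessel and blood and 0 of the 24 hindbrain and spinal cord genes. None of these lists shares a gene with another list. Their most abundant genes in WT growth cones were Fabp7 (1296 ± 216 CPM, SD, n = 5), Mbp (924 ± 657), Hba-a1 (213 ± 73.9), Npy (163 ± 62.3), Sox2 (45.8 ± 6.57), Isl1 (41.2 ± 16.0) and Tyrobp (26.4 ± 7.03). Of the marker lists of cortical neurons, somata expressed 15 of 16 subcerebral, 12 of 18 callosal and 8 of 10 corticothalamic genes, with 1 callosal gene also among the axon guidance genes.

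As a sum, nuclear-retained RNAs were not lower in WT growth cones, at 721 ± 168 CPM (SD, n = 5) against 558 ± 257 CPM in WT somata (exact permutation p = 0.190, adjusted 0.393). In libraries labelled KO the sums were 778 ± 503 and 563 ± 191 CPM (exact permutation p = 0.651, adjusted 0.886). By member the direction was mixed. Of 8 tested genes, 3 were higher in WT (median log2 fold change -0.28) and 5 in libraries labelled KO (0.91). Past the threshold, 2 were higher and 0 lower in WT, and 1 and 0 in libraries labelled KO. No explanation was tested.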
